A study of Mus musculus with 9 samples.

How the data were processed

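RNA was measured in HPC7, a mouse blood progenitor cell line grown in RPMI medium with stem cell factor at 100 ng/ml, 10% fetal calf serum and 0.05 mM 2-mercaptoethanol. Cells were transduced with a murine stem cell retrovirus that also carries a green fluorescent protein, and fluorescent cells were sorted 1 week later. The 9 libraries formed 3 groups of 3: empty vector, wild-type Snai1, and a mutant Snai1 whose phenylalanine at residue 5 was replaced by alanine. Total RNA went into TruSeq stranded mRNA libraries, a kit that selects RNA with poly(A) tails. The deposited values are raw counts per gene, which the authors made with featureCounts on the mouse mm10 genome. Their notes also name edgeR 3.15.0 and limma 3.29.12. The aligner, the gene annotation, the strand setting of the counting and the featureCounts version were not given in the sources used here.

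The deposited table held 27179 Entrez gene identifiers, each with a length and 9 columns of counts, and 0 columns of other samples. Identifiers were matched to the GRCm38.p6 RefSeq annotation, the assembly behind mm10, which gave symbols and positions for 25275 of them. The GENCODE M21 tables named 18 more, and 1886 kept no symbol. Reads of nearly identical genes, of overlapping genes, and of histone and mitochondrial genes cannot be assigned with certainty, so these genes are marked where first named. A Snai1 count includes reads from the vector's transcript as well as from the cell's own gene.

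Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, library sizes were scaled with TMM, and all 9 libraries entered 1 quasi-likelihood fit with robust estimation. This left 12484 tested genes, 325 of them without a symbol, with a median biological coefficient of variation of 10.7%. Levels are counts-per-million values (CPM) on the TMM-scaled library size, given as mean ± SD. Fold changes are the log2 estimates of the fit with their standard error (SE). P-values were adjusted across genes by the Benjamini-Hochberg method, and a gene was called when its adjusted p was under 0.05. Plots of samples and of lists used log2 CPM with a prior count of 2. A gene with 0 counts in every library of a group was given as a lower bound, against a floor of 3 counts in each library of that group. A gene with a total of 1 to 3 counts in a group was given as a ratio with its 95% counting interval. Such floors and intervals cover counting error only, since reads copied by PCR are not independent molecules.

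The comparisons, the gene lists, the rule for named genes and the alternative settings were fixed before the data were examined. Wild-type and mutant Snai1 were each compared with empty vector, and with each other as the test of the difference between both effects. The rule named Snai1 and Kdm1a in every comparison. It also named the 8 called genes with the largest rise and the 8 with the largest fall, among genes with a mean of at least 1 CPM and no overlap between the groups, passing over placeholder symbols. From each list described it named up to 4 members with the smallest adjusted p. Genes outside the rule are marked as chosen after their values were seen.

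The 29 gene lists covered blood lineages, neighbouring cell types, cell programs and Snai1-related factors. All 28 lists with at least 3 tested members were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with adjustment over the lists. The same test was run with an estimated correlation. The fry test asks whether a list's genes move on balance 1 way, without comparison with other genes. From the lists' names, 849 were matched to a gene in the table and 16 were not. Counts of called members are given over all tested genes and also adjusted over the list alone.

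The labels do not say whether replicates were separate transductions or cultures. All p-values therefore measure only the spread between these libraries, which may be technical. The labels leave a further point open. They also do not say what a replicate number stands for, and the main fit did not use the numbers as pairs. After removal of group means, 4 of 9 libraries correlated best with a library of their own number. Correlations ran from -0.087 to 0.21 within a number, with 2 of 9 pairs above 0.1. Between numbers they ran from -0.165 to 0.117, with 1 of 18 pairs above 0.1. A weak likeness by number therefore stays open. Exact permutation tests of 3 libraries against 3 cannot give a two-sided p below 0.1.

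The fit was tested on simulated data of the size of each comparison, with 200 changed genes spread over 3 fold sizes. In the simulated mutant comparison it called 61.2% of genes changed 1.5-fold, 81.8% of those changed 2-fold and 90.9% of those changed 4-fold. Because both Snai1 groups were compared with the same controls, 50 data sets with unchanged groups were simulated to measure what shared controls alone give.

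The alternative settings fixed beforehand were RLE and upper-quartile scaling, the Snai1 row left out before scaling, no filter and a filter of 1 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, and edgeR without robust estimation. Others were a fit of only the 2 groups compared, a replicate block, leaving out each library, an adjusted p under 0.01, glmTreat against 1.5-fold, and the other set tests. Alternatives chosen after seeing the data were leaving out 2 libraries together, leaving out 2 abundant genes before scaling, and leaving Snai1 out of its list. Figures and text tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The deposited gene lengths were not used, since no comparison between genes was made.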

Results

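Gene expression was measured by RNA sequencing in 9 libraries of HPC7 cells, a mouse line of immature blood progenitors that grows in stem cell factor. The groups were empty vector, wild-type Snai1 and mutant Snai1, with 3 libraries each. Snai1 is a zinc finger repressor known for its part in the epithelial-mesenchymal transition, and its first residues form a SNAG domain that binds the histone demethylase Lsd1, encoded by Kdm1a. The mutant lacks a phenylalanine of that domain, which impairs Lsd1 binding. Total counts were 19374719, 20194632 and 18332451 in empty vector replicates 1 to 3, 20497291, 20860314 and 20629244 with wild-type Snai1, and 19206884, 19584377 and 19318551 with mutant Snai1. A floor of 3 counts corresponded to 0.144 to 0.164 CPM across these libraries before TMM scaling.

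Both Snai1 vectors gave transcript levels far above the control. Snai1 (gene 20613, chromosome 2, 167538195 to 167542814 on GRCm38) was at 0.828 ± 0.205 CPM with empty vector, 492 ± 68.5 CPM with the wild type and 460 ± 40.2 CPM with the mutant (SD, n = 3). Wild type and mutant differed by a log2 fold change of 0.10 (SE 0.11), within the spread of the libraries, with an adjusted p of 0.479 in the edgeR quasi-likelihood test and 1 of 3 wild-type libraries above all mutant ones. Kdm1a (gene 99982, chromosome 4, 136550533 to 136602787) was at 201 ± 1.21, 201 ± 7.55 and 199 ± 2.00 CPM in the same order. Its log2 fold change was 0.01 (SE 0.05) with the wild type and -0.01 (SE 0.05) with the mutant, with adjusted p of 0.916 and 0.999. The Kdm1a span overlaps the gene Luzp1 in the annotation.

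**Figure D1:**
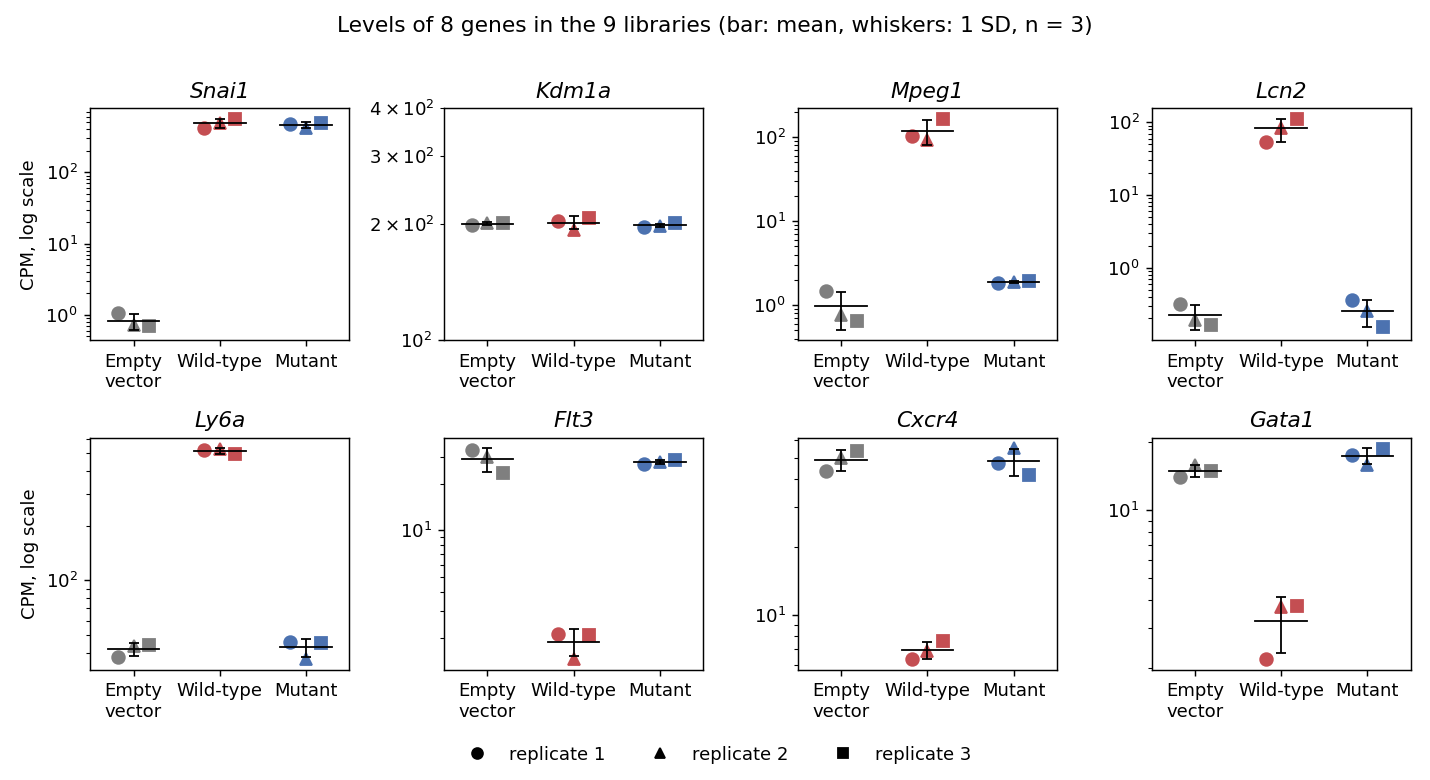
Levels of 8 named genes in each of the 9 libraries, in TMM-scaled CPM on a log axis, with the mean and 1 SD of 3 libraries per group and a marker shape for each replicate number. Mean Snai1 levels were 492 and 460 CPM with the vectors carrying it, while Mpeg1, Lcn2 and Ly6a were high, and Flt3, Cxcr4 and Gata1 low, in the wild-type libraries and not in the mutant libraries.

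The first comparison, wild-type Snai1 against empty vector, asks what Snai1 changes in blood progenitors. Genes of monocytes, macrophages and late neutrophils rose together with wild-type Snai1, many of them from levels near the floor. By camera at the preset correlation, mesenchymal, p53 target, cholesterol synthesis, glycolytic and immediate-early lists also rose, while the epithelial junction list fell. With an estimated correlation 0 of these calls were kept (adjusted p 0.133 to 0.645), and the medians of the glycolytic and immediate-early lists were only -0.10 and 0.14 in wild-type replicate 1. Of 12484 tested genes, 3143 were higher and 3029 lower, together 49.4%, and 840 of the former and 715 of the latter changed at least 2-fold. For the called genes named in the account of this comparison, all 3 wild-type libraries lay beyond all 3 control libraries unless another number is given. At an unadjusted p under 0.05 there were 6933 genes, where 624 would be met by chance, and 56.6% of genes had groups that did not overlap, where chance gives 10%.

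Several of the largest rises started from 0 counts in all 3 controls, among them those of proteases, a protease inhibitor and a receptor. Serpinb2, an inhibitor of plasminogen activators, was at 16.2 ± 10.2 CPM (SD, n = 3), at least 105-fold higher than the floor of 3 counts per library, with an adjusted p of 0.00105. The other genes from 0 counts were Prss23 (6.49 ± 2.73 CPM, at least 42.0-fold higher), Ly6c2 (4.29 ± 2.89 CPM, at least 27.8-fold), Mmp27 (4.25 ± 2.60 CPM, at least 27.5-fold) and the formyl peptide receptor Fpr1 (3.96 ± 1.68 CPM, at least 25.6-fold). Their adjusted p lay between 7.53e-05 for Fpr1 and 0.00756 for Mmp27, and Ly6c2 belongs to a family of near-identical genes, so its reads are uncertain. Mmp8, the collagenase of neutrophils, reached 10.6 ± 9.56 CPM, at least 68.7-fold higher, with an adjusted p of 0.0301. Its call was lost without wild-type replicate 1 (adjusted p 0.0802) or without wild-type replicate 2 (0.136). Without wild-type replicate 3 the fitted log2 fold changes, which depend on the prior count, went from 10.71 to 9.77 for Mmp8 and from 9.41 to 8.80 for Ly6c2. Gas7 (chromosome 11, 67453257 to 67688992) rose from 0.0177 ± 0.0307 to 18.1 ± 2.72 CPM, a ratio of 1050 with a counting interval of 188 to 41600, and an adjusted p of 4.13e-08. Its single control count was in empty vector replicate 1, and without that library the fitted log2 fold change was 11.48 instead of 9.59.

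The largest falls were in genes of several functions. Ccr9, a homing receptor for the chemokine CCL25, fell from 6.64 ± 0.932 to 0.0823 ± 0.0559 CPM (SD, n = 3), a log2 fold change of -6.22 (SE 0.58, adjusted p 3.26e-07), or -6.88 without wild-type replicate 2. Slain1, a microtubule-associated gene on chromosome 14 (103650228 to 103704907), fell from 21.9 ± 0.403 to 0.628 ± 0.135 CPM, a log2 fold change of -5.11 (SE 0.17, adjusted p 3.66e-09). The receptor kinase gene Ltk had a log2 fold change of -4.71 (SE 0.55), the mitochondrial acetyl-CoA synthetase Acss1 -4.69 (SE 0.28) and the granule protease Prss57 -4.61 (SE 0.31). The T cell receptor kinase Zap70 had -4.59 (SE 0.31), the Rap activator Rasgrp2 -4.45 (SE 0.26) and the tight junction gene Tjp3 -4.80 (SE 0.29). Adjusted p for these 6 genes ran from 2.25e-07 for Acss1 to 6.32e-06 for Ltk. Prss57 overlaps Palm, and Tjp3 overlaps Apba3, so reads of both are uncertain.

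Monocyte and macrophage genes had the smallest camera p of all lists. Of 27 tested members 22 rose and 2 fell, 23 and 2 adjusted over the list alone, with a median log2 fold change of 2.58. The camera test gave an adjusted p of 3.45e-15, and adjusted p = 0.133 with an estimated correlation. Mpeg1, the pore-forming perforin-2 of macrophages, went from 0.968 ± 0.456 to 120 ± 39.5 CPM (SD, n = 3), a log2 fold change of 6.95 (SE 0.39, adjusted p 3.71e-07). The lipopolysaccharide co-receptor Cd14 changed by 6.07 (SE 0.36), Adgre1, which encodes the F4/80 antigen, by 6.59 (SE 0.50), and the lysosomal Cd68 by 2.35 (SE 0.13) on the log2 scale. Their adjusted p were 1.83e-07, 5.49e-07 and 3.76e-07. Per library, the median of this list lay 2.67, 2.38 and 2.55 above the controls in wild-type replicates 1 to 3.

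Late neutrophil genes rose too, 8 of 14 tested members against 2 that fell, the same counts adjusted over the list alone. The list held 27 genes, and those with too few counts were not tested. A member silent in the controls was tested only when another group expressed it. This favours rises in the counts and the median of this list, here and against the mutant. Their median log2 fold change was 2.62, or 2.47 with the members at 0 counts set to their bound, with a camera adjusted p of 5.74e-05 and adjusted p = 0.133 with an estimated correlation. Lcn2, a protein of secondary granules, went from 0.224 ± 0.0836 to 83.1 ± 28.8 CPM (SD, n = 3), a log2 fold change of 8.50 (SE 0.70, adjusted p 3.22e-07). Lysozyme, encoded by Lyz2, rose from 11.6 ± 0.926 to 406 ± 96.5 CPM, with a log2 fold change of 5.13 (SE 0.21, adjusted p 3.71e-07). Cybb, a subunit of the phagocyte oxidase, had a ratio of 202 over control with a counting interval of 55.6 to 1680 (adjusted p 3.10e-06), and Anxa1 a log2 fold change of 1.21 (SE 0.10, adjusted p 5.34e-06). In the list of primary granule and granulocyte-monocyte progenitor genes, 11 of 22 rose and 6 fell, also over the list alone, and its median of 0.26 gave no call (camera adjusted p 0.789). Its protease inhibitor Cst7 fell by 1.65 on the log2 scale (SE 0.12), Igfbp4 fell by 0.93 (SE 0.09) and Mgst1 fell by 2.90 (SE 0.44), while Alas1, the first enzyme of heme synthesis, rose by 0.65 (SE 0.07).

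Myeloid transcription factors had a median log2 fold change of 0.97, with 14 of 30 higher and 5 lower, the same over the list alone. Their camera adjusted p was 0.0358, and adjusted p = 0.645 with an estimated correlation. Nfil3 rose by 2.55 (SE 0.17, adjusted p 1.95e-06), Klf6 by 1.97 (SE 0.15, 7.82e-06) and Ets2 by 1.11 (SE 0.08, 2.15e-06) on the log2 scale, while Runx1 fell by 0.95 (SE 0.07, 3.98e-06). The per-library medians were 0.16, 0.98 and 1.07 in wild-type replicates 1 to 3, and the list's call was lost without wild-type replicate 2 (adjusted p 0.0601) or without wild-type replicate 3 (0.0644).

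Stem and multipotent progenitor genes split, with 7 of 27 higher and 10 lower, 8 and 10 adjusted over the list alone. Their median was 0.00, their mean -0.07, and the camera adjusted p was 0.994. Ly6a, which encodes the stem cell antigen Sca-1 (chromosome 15, 74994877 to 74998031), rose from 41.8 ± 3.48 to 513 ± 17.7 CPM (SD, n = 3), a log2 fold change of 3.62 (SE 0.09, adjusted p 3.66e-09). Flt3, the receptor of Flt3 ligand, fell from 28.9 ± 5.00 to 1.91 ± 0.379 CPM, a log2 fold change of -3.92 (SE 0.18, adjusted p 7.43e-08). The reads of Ly6a are uncertain, since it has near-identical relatives. Lmo2 rose by 1.01 on the log2 scale (SE 0.07, adjusted p 1.52e-06).

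In the adhesion and homing list 12 of 29 rose and 6 fell, the same over the list alone, with a median of 0.20 and a camera adjusted p of 0.522. Cxcr4, which holds progenitors in the marrow, fell from 48.9 ± 5.07 to 6.97 ± 0.626 CPM (SD, n = 3), with a log2 fold change of -2.81 (SE 0.13, adjusted p 1.05e-07). Integrin gene Itgb7 fell by 1.51 (SE 0.10), while Cd93 rose by 1.20 (SE 0.08) on the log2 scale, with adjusted p of 1.92e-06 and 2.14e-06.

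Of the lists for the epithelial-mesenchymal transition, mesenchymal genes rose and epithelial junction genes fell. In the mesenchymal list 11 of 18 rose and 0 fell, also over the list alone, with a median log2 fold change of 0.64 (camera adjusted p 0.0017, and adjusted p = 0.133 with an estimated correlation). The matrix metalloproteinase Mmp9 rose by 4.02 (SE 0.41, adjusted p 3.14e-05), and the integrins Itga5 and Itgb1 rose by 0.72 (SE 0.06, 7.51e-06) and 0.59 (SE 0.06, 3.65e-05) on the log2 scale. Of 15 epithelial junction and keratin genes 4 rose and 8 fell, also over the list alone, with a median of -0.77 (camera adjusted p 0.00935, and adjusted p = 0.133 with an estimated correlation). The polarity gene Pard6b fell from 19.2 ± 0.443 to 4.08 ± 0.563 CPM (SD, n = 3), by 2.23 on the log2 scale (SE 0.11, adjusted p 2.23e-07). Jup, which encodes plakoglobin, fell by 0.79 (SE 0.08, 2.46e-05). Without wild-type replicate 1 the epithelial call was lost, with an adjusted p of 0.178. In the TGF-beta and BMP list 11 of 29 rose and 3 fell, the same over the list alone, with a median of 0.17 (camera adjusted p 0.174). Its receptor Acvr1 rose by 4.37 (SE 0.32, 1.28e-06) and Ltbp1 by 1.55 (SE 0.10, 1.39e-06), while Smad3 fell by 0.60 (SE 0.06, 1.30e-05) on the log2 scale.

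Mast cell, basophil and eosinophil genes had a median log2 fold change of 0.29, with 11 of 23 higher and 3 lower, the same over the list alone. The camera adjusted p was 0.00591, and adjusted p = 0.133 with an estimated correlation. Mitf, a regulator of mast cells, rose from 9.37 ± 0.133 to 53.3 ± 7.47 CPM (SD, n = 3), with a log2 fold change of 2.51 (SE 0.11, adjusted p 1.08e-07). The interleukin 33 receptor gene Il1rl1 rose by 1.57 (SE 0.07), Csf2rb2 by 1.74 (SE 0.12), with reads that its close relative Csf2rb makes uncertain, and the interleukin 5 receptor gene Il5ra fell by 2.01 (SE 0.16) on the log2 scale. Of 23 megakaryocyte and platelet genes 13 rose and 6 fell, also over the list alone, with a median of 0.30 (camera adjusted p 0.0255, and adjusted p = 0.133 with an estimated correlation). The thrombin receptor gene F2r rose from 336 ± 13.6 to 862 ± 44.5 CPM, by 1.36 on the log2 scale (SE 0.06, adjusted p 1.08e-07). Clec1b, the podoplanin receptor of platelets, had a ratio of 415 over control with a counting interval of 74.1 to 16400 (adjusted p 5.48e-07), and Gp9 fell by 1.96 (SE 0.14, 2.54e-06). The single control count of Clec1b was in empty vector replicate 1, without which its fitted log2 fold change went from 8.24 to 10.14. The megakaryocyte call was lost without empty vector replicate 2 (adjusted p 0.0535) or without wild-type replicate 1 (0.0856).

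Erythroid genes had 4 of 20 members higher and 13 lower, the same over the list alone, with a median of -0.39 and no call in camera (adjusted p 0.219). The erythroid regulator Gata1 fell from 15.0 ± 0.899 to 3.22 ± 0.894 CPM (SD, n = 3), a log2 fold change of -2.22 (SE 0.17, adjusted p 4.07e-06), and its partner Zfpm1 fell by 0.62 (SE 0.05, 7.14e-06). Among 11 lymphoid genes 5 rose and 5 fell, also over the list alone, with a median of 0.46, a mean of -0.20 and a camera adjusted p of 0.994. The kinase gene Lck fell by 1.23 (SE 0.11) and Notch1, which overlaps another annotated gene, rose by 0.62 (SE 0.08). Among 13 dendritic and antigen presentation genes 2 rose and 3 fell, also over the list alone, with a median of -0.09, a mean of 0.29 and a camera test pointing down (adjusted p 0.660). Cd74 rose by 1.69 on the log2 scale (SE 0.22, adjusted p 1.22e-04). Under 3 members of the fibroblast and stromal list had enough counts, so it was not tested.

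Metabolic and stress lists rose as well, some of them in only part of the wild-type libraries. In the cholesterol synthesis list 18 of 24 rose and 0 fell, 20 and 0 adjusted over the list alone, with a median log2 fold change of 0.57 (camera adjusted p 0.00277, and adjusted p = 0.645 with an estimated correlation). Sqle, which oxidises squalene, rose by 0.60 on the log2 scale (SE 0.09, adjusted p 4.94e-04), and Acat2 rose by 0.70 (SE 0.10, 3.49e-04). In the glycolysis and hypoxia list 12 of 30 rose and 1 fell, the same over the list alone, with a median of 0.43 (camera adjusted p 0.00284, and adjusted p = 0.645 with an estimated correlation). Ndrg1 rose from 54.5 ± 4.60 to 288 ± 13.5 CPM, by 2.40 (SE 0.09, adjusted p 3.29e-08), Ddit4 by 1.28 (SE 0.10, 6.03e-06), and the pyruvate kinase gene Pkm by 0.85 (SE 0.09, 2.86e-05) on the log2 scale. The medians of replicates 1 to 3 were 0.23, 0.69 and 0.74 for cholesterol synthesis, and -0.10, 0.51 and 0.68 for glycolysis. Of 23 unfolded protein and amino acid response genes 12 rose and 1 fell, the same over the list alone, with a median of 0.21 and no camera call (adjusted p 0.174). The cystine transporter gene Slc7a11 rose by 0.96 (SE 0.13) and the chaperone gene Dnajb9 by 0.73 (SE 0.12) on the log2 scale.

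Immediate-early and dissociation stress genes, which rise within minutes of many stimuli, had a median log2 fold change of 1.69, with 10 of 21 higher and 0 lower, also over the list alone. The camera adjusted p was 0.00284, and adjusted p = 0.645 with an estimated correlation. Jun rose from 46.6 ± 9.30 to 255 ± 82.5 CPM (SD, n = 3), by 2.45 on the log2 scale (SE 0.25, adjusted p 1.10e-04), and Fosb rose by 2.81 (SE 0.39, 2.83e-04). The per-library medians were 0.14 in wild-type replicate 1 but 1.94 and 2.22 in replicates 2 and 3. Of 25 p53 target and cell death genes 15 rose and 2 fell, 17 and 2 over the list alone, with a median of 0.55 (camera adjusted p 0.00277, and adjusted p = 0.215 with an estimated correlation). The cell cycle inhibitor Cdkn1a rose by 1.28 (SE 0.09, 2.84e-06) and the p53 ligase gene Mdm2 by 1.01 (SE 0.09, 1.03e-05), while the pro-apoptotic Bid fell by 1.04 (SE 0.10, 2.09e-05) on the log2 scale. Of 23 interferon-stimulated genes 14 rose and 3 fell, the same over the list alone, with a median of 0.93 (camera adjusted p 0.0265, and adjusted p = 0.720 with an estimated correlation). Rsad2 rose by 1.84 (SE 0.26, 2.59e-04) and Ifit1 by 3.13 (SE 0.52, 3.51e-04) on the log2 scale, or by 2.54 without wild-type replicate 1. Both lists were highest in wild-type replicate 1, with medians of 1.05, 0.56 and 0.55 for p53 targets and 1.40, 0.64 and 0.60 for interferon genes. The interferon call was lost without that library (adjusted p 0.0856) and under a filter of 1 CPM in 3 libraries (0.0638). It was also lost by fry (0.0529) and with wild-type replicate 1 and empty vector replicate 1 both left out (0.0925).

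**Figure D2:**
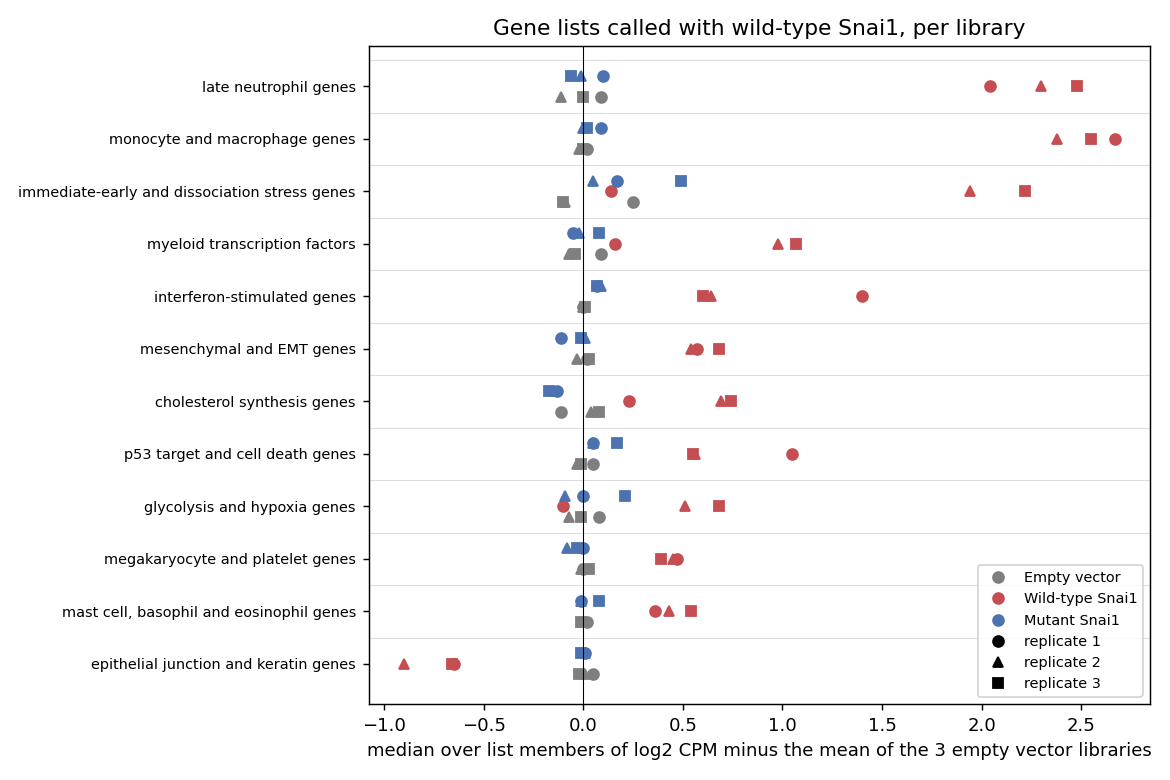
Median over the tested members of each of the 12 lists called with wild-type Snai1, in every library, as log2 CPM minus the mean of the 3 empty vector libraries. The monocyte and macrophage list lay between 2.38 and 2.67 in the 3 wild-type libraries, while the immediate-early list lay at 0.14 in wild-type replicate 1 and at 1.94 and 2.22 in replicates 2 and 3.

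In the lists of Snai1-related regulators, members changed in both directions, without a camera call at the main settings. Of 16 SNAG factors and Lsd1 complex members, 2 rose and 7 fell, the same over the list alone. Their median was -0.23, but their mean was 0.25, with a camera adjusted p of 0.660, because Snai1 itself is a member. The Lsd1 complex gene Zmym3 fell by 0.71 on the log2 scale (SE 0.06, adjusted p 9.81e-06). Snai3, a relative of Snai1, fell by a ratio of 19.7 with a counting interval of 5.10 to 169 (adjusted p 2.89e-04). Of 22 Gfi1 and Gfi1b target genes 11 rose and 5 fell, also over the list alone, with a median of 0.72 and no camera call (adjusted p 0.0795). Csf1r, the receptor of macrophage colony-stimulating factor, rose by 3.26 (SE 0.26, 4.30e-06), its ligand gene Csf1 rose by 1.27 (SE 0.08, 1.39e-06), and Mycn fell by 3.60 (SE 0.25, 4.65e-06) on the log2 scale. That list was called without empty vector replicate 1 (adjusted p 0.0384), mutant replicate 2 (0.0486) or mutant replicate 3 (0.0456), and by fry (0.00583), but not with an estimated correlation (0.604).

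Among 21 E-box repressor and partner genes 5 rose and 7 fell, the same over the list alone, with a median of -0.09 (camera adjusted p 0.522). Myc fell by 0.77 (SE 0.07, adjusted p 1.01e-05) and Myb by 0.67 (SE 0.07, 2.97e-05) on the log2 scale. Among 27 polycomb and histone methyltransferase genes 6 rose and 9 fell, 6 and 12 over the list alone, with a median of -0.13 (camera adjusted p 0.135, 0.0381 without wild-type replicate 1, 8.78e-04 by fry and 0.604 with an estimated correlation). Tet3 fell by 0.70 (SE 0.06, 8.02e-06) and Jarid2 by 0.56 (SE 0.07, 7.21e-05). Of 32 S phase genes 14 rose and 4 fell, 15 and 4 over the list alone, with a median of 0.12 (camera adjusted p 0.219). E2f2 fell by 1.91 (SE 0.10, 2.88e-07), and Ccne1 rose by 0.72 (SE 0.08, 4.08e-05). Of 32 G2/M genes 5 rose and 3 fell, 3 and 1 over the list alone, with a median of 0.03 (camera adjusted p 0.788). The medians of the G2/M list were -0.25, 0.15 and 0.17 in wild-type replicates 1 to 3. Cenpe rose by 0.45 (SE 0.11, 0.00602) and Nusap1, which overlaps Oip5 so that its reads are uncertain, fell by 0.47 (SE 0.11, 0.00563) on the log2 scale.

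Of 13 mitochondrially encoded genes 0 rose and 2 fell, 0 and 0 adjusted over the list alone, with a camera adjusted p of 0.786. The fall of ATP8, by 1.08 on the log2 scale (SE 0.33, adjusted p 0.0193), is uncertain because its reads overlap those of ATP6, and its call was lost without empty vector replicate 3 (0.0894) or wild-type replicate 3 (0.0623). Of 14 histone genes 2 rose and 1 fell, 2 and 0 over the list alone, with a median of 0.07, a mean of -0.27 and a camera adjusted p of 0.789. The linker histone gene H1f0 rose by 0.68 (SE 0.13, adjusted p 0.00143). Histone and mitochondrial counts are uncertain for their many similar copies. Empty vector replicate 1 stood apart in the histone list, with a median of 0.71 against -0.26 and -0.59 in the other controls, on the log2 scale around the control mean.

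The camera test called 11 lists higher and 1 lower of the 28 tested, 0 of them with an estimated correlation, and fry called 20. Wild-type replicate 1 stood apart, with 661 genes at least 2-fold from the mean of the other wild-type libraries, against 64 to 249 genes for the other 8 libraries in their groups. With both this library and empty vector replicate 1 left out, 7148 genes and 11 lists were called.

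The second comparison, mutant Snai1 against empty vector, asks what Snai1 does when its SNAG domain is altered. Snai1 itself rose to 460 ± 40.2 CPM (SD, n = 3), a log2 fold change of 9.11 (SE 0.22, adjusted p 1.93e-09), and it was the single called gene of 12484. The edgeR quasi-likelihood test called 0 lower genes, and 603 genes had an unadjusted p under 0.05, where 624 would be met by chance. That count depended on the fit. It was 1563 with only the 2 groups compared and 1635 without wild-type replicate 1. It was 1657 with that library and empty vector replicate 1 both left out. Leaving out any other single library gave 270 to 809. The 603 genes therefore do not show an absence of mutant effects. DESeq2 called 10 genes and limma-voom 2. The macrophage and neutrophil genes described above were not called. Mpeg1 was at 1.89 ± 0.0542 CPM, 1.96-fold over control with 3 of 3 libraries above all controls (log2 fold change 0.97, SE 0.46, adjusted p 0.980), and Lyz2 was at 15.1 ± 3.72 CPM with 2 of 3 above (0.38, SE 0.22, 0.994). Groups did not overlap for 17.6% of genes, where chance gives 10%.

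Among the genes called with wild-type Snai1, 4952 of 6172, or 80.2%, had a 95% interval of the mutant effect within a 1.5-fold change in either direction. That margin, 0.585 on the log2 scale, exceeds the median wild-type change of these genes, 0.535. The share of 80.2% therefore cannot show that the mutant lacks the wild-type effect. Among the 1555 that wild-type Snai1 changed at least 2-fold, it was 585, or 37.6%, with a median half-width of 0.527 on the log2 scale against 0.213 over the 6172 genes. The median size of the log2 fold change over the 6172 genes was 0.535 with the wild type and 0.079 with the mutant, and over the 1555 it was 1.72 and 0.17. Across genes, the log2 fold changes of both Snai1 forms had a covariance of 0.0615, where shared controls alone gave a mean of 0.0184 in simulated data. Their correlation was 0.265 against a simulated mean of 0.506, and 58.2% of genes had the same sign against 66.7%, measures that a large wild-type effect alone lowers, and genes are not independent replicates.

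The mutant result depended on which libraries entered the fit. Without wild-type replicate 1 the same test called 62 genes, 28 higher and 34 lower. A fit of only the 2 groups compared called 30 genes, and without wild-type replicate 2 there were 2. The median size of these 62 changes was 0.33 on the log2 scale, leaving out Snai1. Among them, Cd44 was at 184 ± 5.05 CPM against 148 ± 2.87 in control (SD, n = 3), a log2 fold change of 0.31 (SE 0.05) in 3 of 3 libraries, with an adjusted p of 0.156 over 9 libraries and 0.00227 without wild-type replicate 1. Fcer1g, the shared chain of Fc receptors, had 0.45 (SE 0.08) in 3 of 3 libraries, with 0.317 and 0.00879. The integrin gene Itgb3 had -0.26 (SE 0.05) in 3 of 3 libraries, with 0.980 and 0.0306.

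Lists moved little with the mutant. Camera called 6 of 28, with medians between -0.14 and 0.26, and fry called 1. The SNAG factor list was called (adjusted p 3.20e-15, and adjusted p = 0.00314 with an estimated correlation) through Snai1 alone, since without its row the adjusted p was 0.512. It was also not called with a replicate block (0.240). S phase genes had a median of 0.11 (adjusted p 8.73e-10, and adjusted p = 0.429 with an estimated correlation), with Mcm4 at 0.22 (SE 0.06) and Rrm2 at 0.24 (SE 0.07). Cholesterol synthesis genes had a median of -0.14 (3.37e-04, and adjusted p = 0.748 with an estimated correlation), opposite to the wild type, with Mvd at -0.30 (SE 0.14). The member Ebp went the other way, at 0.19 (SE 0.09). Immediate-early genes had a median of 0.26 (0.00507, and adjusted p = 0.748 with an estimated correlation), with medians of 0.17, 0.05 and 0.49 in mutant replicates 1 to 3. That call was lost without empty vector replicate 2 (0.0784), empty vector replicate 3 (0.0598) or mutant replicate 3 (0.201). Erythroid genes had a median of 0.09 (0.0132, and adjusted p = 0.429 with an estimated correlation), with Klf1 at 0.69 (SE 0.25). The member Gfi1b went the other way, at -0.23 (SE 0.09). The erythroid call was lost without empty vector replicate 1 (0.0523), mutant replicate 3 (0.0534) or under the stricter filter (0.0737). For p53 targets the median was 0.12, or 0.11 with members at their bound (0.0498, and adjusted p = 0.678 with an estimated correlation), with Cdkn1a at 0.34 (SE 0.09). The member Sesn1 went the other way, at -0.19 (SE 0.06). The p53 call was lost without empty vector replicate 2 (0.132), empty vector replicate 3 (0.130) or mutant replicate 3 (0.224), with RLE scaling (0.0549) and under the stricter filter (0.0583).

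The other 22 lists had camera adjusted p between 0.114 for lymphoid genes and 0.993 for G2/M genes. Lymphoid genes had the lowest median, -0.19, or -0.06 with members at their bound, and interferon genes the highest, 0.10. Over all genes only Snai1 was called in any list. Adjusted over the list alone, calls were 1 higher and 1 lower in the megakaryocyte list, 2 higher and 1 lower in the mast cell list, and 1 higher each in the mesenchymal, adhesion, immediate-early and SNAG factor lists. Median and mean had opposite signs for SNAG factors, Gfi1 targets, stem cell, epithelial and mitochondrial genes. The test's direction was opposite to the median for SNAG factors, epithelial, mesenchymal, adhesion and G2/M genes. The histone list was called higher without empty vector replicate 1 (3.88e-04) and with both that library and wild-type replicate 1 left out (0.00227), and lower without empty vector replicate 3 (0.00795), and polycomb genes were called lower without mutant replicate 2 (0.0363).

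**Figure D3:**
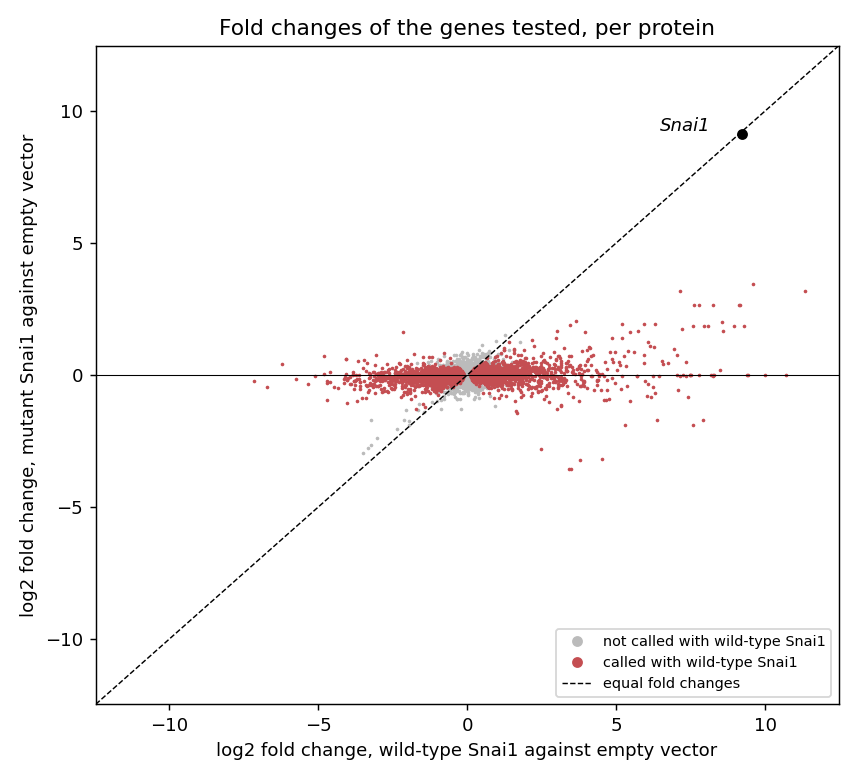
Log2 fold change against empty vector with wild-type Snai1 (horizontal axis) and with mutant Snai1 (vertical axis) for 12484 tested genes, each a point, with Snai1 marked and a dashed line where both would be equal. Most genes spread along the wild-type axis, while Snai1 lies on the dashed line at 9.21 and 9.11.

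The third comparison, wild-type against mutant Snai1, tests the difference between both effects directly. At similar Snai1 transcript levels, 3053 genes were higher and 2924 lower with the wild type, 826 and 667 of them at least 2-fold. Only RNA was measured, so equal amounts of wild-type and mutant protein cannot be assumed. The genes were largely those of the first comparison: 5366 of the 6172 genes called there, or 86.9%, differed from the mutant in the same direction, and 0 in the opposite direction. Both comparisons share the wild-type libraries, which alone gave a mean of 0.1 and at most 2 such genes in simulated unchanged groups. Those simulations called a mean of 0.5 and at most 5 genes for wild type against empty vector. They therefore cannot show how far shared libraries raise the overlap among 6172 called genes. Monocyte, neutrophil, mesenchymal and cholesterol synthesis genes were higher, and epithelial junction genes lower, than with the mutant by camera at the preset correlation, and 0 of these calls were kept with an estimated correlation (adjusted p 0.123 to 0.634). All 3 wild-type libraries lay beyond all 3 mutant libraries for every called gene named in the account of this comparison. At an unadjusted p under 0.05 there were 6771 genes, and 55.8% had groups that did not overlap, where chance gives 10%.

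Among the largest rises, Mmp8 was at least 69.9-fold higher (adjusted p 0.0304), Prss23 at least 42.7-fold (5.22e-04), Bst1 at least 29.8-fold (2.53e-05), Ly6c2 at least 28.3-fold (0.00655) and Mmp27 at least 28.0-fold (0.00776) than mutant libraries with 0 counts. The Mmp8 call was lost without wild-type replicate 1 (0.0808) or replicate 2 (0.138), and without replicate 3 the fitted log2 fold changes of Mmp8 and Ly6c2 were 9.77 and 8.80 instead of 10.71 and 9.41. Serpinb10 had a ratio of 1060 with a counting interval of 190 to 42000 (4.82e-05), and Clec1b one of 422 with an interval of 75.4 to 16700 (5.53e-07). The single mutant count of each was in mutant replicate 1, and without it the fitted log2 fold changes were 11.47 instead of 9.59 and 10.14 instead of 8.26. Lcn2 was at 83.1 ± 28.8 against 0.253 ± 0.102 CPM (SD, n = 3), a log2 fold change of 8.32 (SE 0.66, adjusted p 3.51e-07). The largest fall was that of Ccr9, a log2 fold change of -6.64 (SE 0.57, 1.96e-07), or -7.30 without wild-type replicate 2, followed by Slain1 with -5.06 (SE 0.17, 4.27e-09), Tjp3 with -4.84 (SE 0.29) and Prss57 with -4.71 (SE 0.31). Chrnb1, a subunit of the muscle acetylcholine receptor, was at 2.10 ± 0.517 against 54.1 ± 1.33 CPM, a log2 fold change of -4.68 (SE 0.13, 4.27e-09). Acss1 had -4.48 (SE 0.28), Ltk -4.41 (SE 0.56) and Zap70 -4.34 (SE 0.31).

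Camera called 12 lists, 11 higher and 1 lower, 0 of them with an estimated correlation, where the smallest adjusted p was 0.123, and fry called 20. Monocyte and macrophage genes rose in 23 of 27 cases and fell in 1, also over the list alone, with a median of 2.51 (adjusted p 1.69e-15, and adjusted p = 0.123 with an estimated correlation), among them Cd14 with 6.39 (SE 0.40, 1.78e-07) and Adgre1 with 6.15 (SE 0.44, 6.34e-07). Late neutrophil genes rose in 8 of 14 cases and fell in 1, also over the list alone, with a median of 2.23 (3.89e-05, and adjusted p = 0.124 with an estimated correlation), among them Lyz2 with 4.75 (SE 0.20, 5.53e-07). Cholesterol synthesis genes rose in 21 of 24 cases, 22 over the list alone, and 0 fell, with a median of 0.71 (6.25e-05, and adjusted p = 0.634 with an estimated correlation), among them Sqle with 0.69 (SE 0.09, 2.01e-04) and Stard4 with 0.82 (SE 0.11, 2.03e-04). Mesenchymal genes rose in 11 of 18 cases and 0 fell, also over the list alone, with a median of 0.60 (0.00132, and adjusted p = 0.123 with an estimated correlation), among them Itga5 with 0.81 (SE 0.06, 3.54e-06).

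Of 15 epithelial junction genes 3 rose and 8 fell, 4 and 8 over the list alone, with a median of -0.69 (adjusted p 0.0106, and adjusted p = 0.123 with an estimated correlation). Pard6b fell by 2.29 (SE 0.11, 1.97e-07) on the log2 scale, and the list's call was lost without wild-type replicate 1 (0.155). Megakaryocyte genes rose in 13 of 23 cases and fell in 6, 14 and 6 over the list alone, with a median of 0.33 (0.0152, and adjusted p = 0.123 with an estimated correlation). F2r rose by 1.13 (SE 0.06, 4.02e-07), and the list's call was lost without wild-type replicate 1 (0.0555). Mast cell genes rose in 10 of 23 cases and fell in 3, also over the list alone, with a median of 0.20 (0.0152, and adjusted p = 0.123 with an estimated correlation), and Mitf rose by 2.40 (SE 0.11, 1.67e-07). Gfi1 and Gfi1b target genes rose in 10 of 22 cases and fell in 2, also over the list alone, with a median of 0.66 (0.0381, and adjusted p = 0.547 with an estimated correlation). Csf1r rose by 3.37 (SE 0.26, 3.69e-06), and the call was lost without wild-type replicate 3 (0.0641). Myeloid transcription factors rose in 12 of 30 cases and fell in 3, 14 and 4 over the list alone, with a median of 0.58 (0.0381, and adjusted p = 0.682 with an estimated correlation). Nfil3 rose by 2.62 (SE 0.17, 1.75e-06), and the call was lost without wild-type replicate 2 (0.0546) or replicate 3 (0.0641).

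The remaining called lists were p53 targets, glycolysis and immediate-early genes. For p53 targets 14 of 25 rose and 1 fell, 15 and 1 over the list alone, with a median of 0.72 (adjusted p 0.00913, and adjusted p = 0.318 with an estimated correlation), and Cdkn1a rose by 0.94 (SE 0.09, 2.31e-05). For glycolysis 12 of 30 rose and 0 fell, also over the list alone, with a median of 0.44 (0.00889, and adjusted p = 0.679 with an estimated correlation), and Ndrg1 rose by 2.38 (SE 0.09, 3.75e-08). Immediate-early genes rose in 8 of 21 cases and 0 fell, also over the list alone, with a median of 0.88 (0.0152, and adjusted p = 0.682 with an estimated correlation), and Jun rose by 2.32 (SE 0.25, 1.52e-04). Wild-type replicate 1 did not share in the rise of the last 2 lists: against the control mean its medians were -0.10 for glycolysis and 0.14 for immediate-early genes, where mutant replicates 1 to 3 had 0.00, -0.09 and 0.21 and 0.17, 0.05 and 0.49. The interferon list, with 12 of 23 higher and 3 lower, also over the list alone, had an adjusted p of 0.0505 and a median of 0.75. It was called without empty vector replicate 1 (0.0388), empty vector replicate 2 (0.0381), wild-type replicate 2 (0.0102), wild-type replicate 3 (0.0135), mutant replicate 1 (0.0475) or mutant replicate 2 (0.0465), and with a replicate block (0.0285), but not with an estimated correlation (0.738) or by fry (0.0776). The erythroid list, with 3 of 20 higher and 11 lower, 3 and 12 over the list alone, had an adjusted p of 0.0616 and was called lower without wild-type replicate 2 or mutant replicate 2 (0.0353 each) and by fry (0.00114), but not with an estimated correlation (0.411). Gata1 fell by 2.43 (SE 0.17, 2.20e-06) on the log2 scale. The other 14 lists had adjusted p from 0.110 for TGF-beta genes to 0.992 for S phase genes, and median and mean had opposite signs for stem cell and dendritic genes. With wild-type replicate 1 and empty vector replicate 1 left out, 7337 genes and 11 lists were called.

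Across all 9 libraries, the first principal component of log2 CPM held 79.0% of the variance and separated wild-type Snai1 from the other groups. The second held 8.9% and separated wild-type replicate 1 from wild-type replicates 2 and 3.

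**Figure D4:**
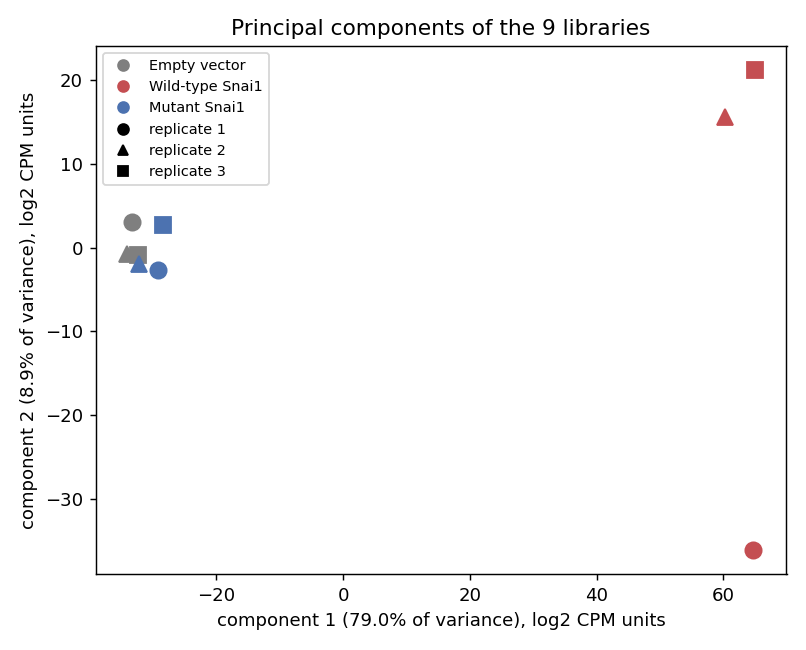
Positions of the 9 libraries on the first and second principal components of log2 CPM over all tested genes, with group shown by colour and replicate number by marker shape. Empty vector and mutant libraries lie together, and the 3 wild-type libraries lie apart from them on the component that holds 79.0% of the variance.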

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

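Chosen only after the result was seen were the permutation test of the mutant libraries' position, the test of carried-over material in raised genes alone, the tests of unchanged cells and of stress genes in wild-type replicate 1, the test of RNA without poly(A) tails and the value of H1f0, and leaving out 2 libraries together.

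The effects of wild-type and mutant Snai1 against the same controls differed, by the direct test, in 5977 genes and, at the preset correlation, in 12 gene lists, of which 0 were called with an estimated correlation (smallest adjusted p 0.123). For Mpeg1, for example, the log2 fold change against empty vector was 6.95 with the wild type and 0.97 with the mutant. The 6 libraries of each comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 6172 genes for wild-type Snai1 against empty vector, 5977 for wild type against mutant and 1 for mutant against empty vector, and the highest of the other splits gave 0 in each. In each comparison 1 of the 10 splits, the real one, gave as many genes. Every other split mixes libraries of both groups, so differences between the groups enter its spread. Its 0 calls therefore cannot show how many false calls chance would give.

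The mutant libraries lay slightly toward the wild-type group. On a scale with the empty vector mean at 0 and the wild-type mean at 100, they were at 3.49, 0.48 and 4.36, with a mean of 2.78 ± 2.04 (SD, n = 3), and the controls had an SD of 0.91. The scale and the mutant positions use the same controls, which alone can push a position above 0. The size of that push was not simulated on this scale, so the mean position cannot be read as a mutant effect. For the covariance of both effects, shared controls alone gave 0.0168 to 0.0198 in simulated data, against 0.0615 observed. The simulated groups were unchanged, so genes that pass the filter only because wild-type Snai1 raises them can be absent there. Whether such genes give the higher observed value was not tested. Shared controls therefore stay open as a source of that covariance. Correlation and same-sign share lay below their simulated means, which a large wild-type effect alone can cause. Wild-type reads or cells carried over would leave 1 share in every gene. The median share was 4.36% (0.76% to 7.31%) in genes changed 1.5- to 3-fold. It lay outside the range of -0.16% to 0.35% in genes raised at least 8-fold, which argues against carry-over as the whole source. At a share of 2.78%, however, 65 of 162 genes raised at least 8-fold would get under 3 counts, so the floor may lower their median. The contrast came from the lowered genes (10.31%, 0.89% to 11.51%), whose share was only 0.89% to 2.24% in mutant replicate 2. Raised genes had 1.19% (-0.72% to 3.25%), and the summed share of genes raised at least 8-fold was 0.75% (-0.2% to 2.82%). A small carried share in raised genes therefore stays open. A chance spread of libraries stays open, since the exact permutation test gave a two-sided p of 0.2, where 0.1 is the smallest possible, and a small residual effect of the mutant may be another explanation.

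Wild-type replicate 1 stood apart from wild-type replicates 2 and 3, with 661 genes at least 2-fold away from their mean, 211 higher and 450 lower. Unchanged cells mixed into a library would place the difference along the wild-type effect, but its correlation with that effect across genes was 0.039, and genes are not independent replicates. Stress stays open: 648 of the 661 genes lay outside the immediate-early list, but its 21 tested members could never have held most of them, and its median was -1.35 on the log2 scale against the other wild-type libraries. Depth and a few abundant genes were argued against too, since its 10 most abundant genes held 4.24% of counts, within the 3.84% to 7.76% of the other 8 libraries, and its 20497291 counts lay within their 18332451 to 20860314. Another culture state or another handling of this library stays open, and the design gives no biological explanation to test.

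Empty vector replicate 1 stood apart in a few RNAs. A gene without a symbol held 3.62% of its counts, against 0.101% to 0.280% elsewhere, and Lars2 held 0.489%, against 0.064% to 0.104%. These 2 genes accounted for most of the misfit of this library to the other controls, but not for all of it: the chi-square per degree of freedom was 73.36 and 71.72 with them and a mean of 17.51 without them, against 4.99 between the other 2. A candidate explanation is RNA without poly(A) tails left in this library, since the histone list, most of whose messages lack such tails, had a median log2 difference of 1.06 to the other controls, against -0.39 and -0.88 for those, while H1f0, a member whose message has a tail, had 0.04. The untailed Rn7sk and Rpph1 were 12.8-fold and 10.2-fold higher and the mitochondrial ribosomal mt-Rnr1 and mt-Rnr2 8.23-fold and 11.3-fold. The share of mitochondrially encoded genes, 2.51%, lay within the 2.13% to 2.88% of the other libraries. Whether untailed RNA would raise that share was not tested, so the share decides nothing here, and no biological explanation was tested.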

How the results depend on the processing

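Chosen only after the data were seen were leaving out empty vector replicate 1 and wild-type replicate 1 together, leaving out the gene without a symbol and Lars2 before scaling, and leaving Snai1 out of its list. Over the settings other than the fold threshold, the genes called numbered 4413 to 7410 for wild-type Snai1 against empty vector (main value 6172), 4214 to 7337 for wild type against mutant (5977) and 3747 to 6550 for the genes shared by both (5366), with 0 calls in the opposite direction. Leaving out single libraries gave 5106 to 7410, 4978 to 7308 and 4623 to 6550, and 4595, 4434 and 1 of the genes called in the 3 comparisons were called in all 9 of those fits. A test against a 1.5-fold change called 1588, 1525 and 1385 genes, since it asks for a larger change. With other scalings or single libraries left out, the log2 fold change of Snai1 between the wild-type and empty vector groups stayed between 9.11 and 9.41. The replicate block gave 5886 genes for wild-type Snai1 against empty vector, 5732 for wild type against mutant and 5132 shared by both. It gave 1 gene for mutant Snai1 against empty vector.

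For mutant Snai1 against empty vector (main value 1 gene), the Snai1 row left out gave 0, since Snai1 was that gene, DESeq2 10, limma-voom 2, the fit of only 2 groups 30, and both libraries left out together 29. Single libraries left out gave 1 to 62, with 2 without wild-type replicate 2 and 62 without wild-type replicate 1. The genes changed by both Snai1 forms in the same direction (main value 1) were 0 without the Snai1 row, 7 with DESeq2, 18 with 2 groups, 19 with both libraries left out, and 1 to 43 with single libraries left out, and another 2, 5, 7 and, without wild-type replicate 1, 14 were called in opposite directions. The biological coefficient of variation was 10.7% over 9 libraries, 6.4% without wild-type replicate 1 and 6.6% over control and mutant libraries alone. The count was higher in the fits with the smaller values, but whether the smaller spread was the cause was not tested. The cause was also not tested for DESeq2 and limma-voom, nor for wild-type replicate 2.

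Camera called 12, 6 and 12 lists for wild type, mutant and their difference. An estimated correlation left 0, 1 and 0, and fry gave 20, 1 and 20 (the causes were not tested). Leaving out single libraries gave 10 to 13, 3 to 7 (3 without mutant replicate 3, the cause was not tested) and 10 to 14. Among results called at the main settings, 0 were called in the opposite direction under any setting. The histone list, not called for the mutant (0.730), was called higher without empty vector replicate 1 (3.88e-04) and with both libraries left out (0.00227), and lower without empty vector replicate 3 (0.00795). Upper-quartile scaling moved the median of all genes by -0.061 (wild type) and -0.064 (difference) on the log2 scale, and the share of higher genes from 50.9% to 42.0% and from 51.1% to 41.6%. Mutant intervals were wider for genes that wild-type Snai1 changed at least 2-fold, with a median half-width of 0.527 on the log2 scale against 0.213 over all its called genes, and the cause was not tested.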

Other observations

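All genes in this part were chosen after their values were seen, and no test was added for them beyond the comparisons already described. Several abundant genes outside the lists rose with wild-type Snai1. The monocyte chemokine gene Ccl7 went from 4.36 ± 1.38 CPM with empty vector to 228 ± 64.2 CPM (SD, n = 3), a log2 fold change of 5.71 (SE 0.31, edgeR adjusted p 1.88e-06), and was at 4.28 ± 1.47 CPM with the mutant. Ptgs2, the inducible cyclooxygenase, rose by 3.86 on the log2 scale (SE 0.24, adjusted p 3.52e-06). Ccl2 rose by 2.48 (SE 0.07, 6.00e-09), cyclin D1, encoded by Ccnd1, by 2.08 (SE 0.12, 1.32e-06), the actin-severing Gsn by 2.08 (SE 0.08, 5.54e-08) and the lysosomal protease Ctsd by 1.63 (SE 0.13, 7.25e-06). For these 6 genes all 3 wild-type libraries lay above all 3 controls, and reads of Ccnd1 are uncertain where it overlaps another gene. With the mutant, Ccl2 was at 86.8 ± 6.06 CPM against 62.3 ± 4.28 in control, a log2 fold change of 0.48 (SE 0.07) in 3 of 3 libraries, with an adjusted p of 0.151, 1.56e-05 by DESeq2 and 0.00220 without wild-type replicate 1. Ctsd had 0.20 (SE 0.13) with the mutant, with an adjusted p of 0.998, and 0.0475 without wild-type replicate 1.

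Among granulocyte genes, Mpo and Cebpa fell while Cebpb and Cebpe rose, and the primary granule list as a whole had a median of 0.26 and no camera call (adjusted p 0.789). Mpo, the abundant myeloperoxidase of primary granules, was at 5330, 5270 and 4730 CPM in the controls and at 943, 2650 and 3060 CPM in wild-type replicates 1 to 3, with an adjusted p of 0.0247, and 0.0549 without empty vector replicate 2. Its log2 fold change was -1.20 (SE 0.36), or -0.84 without wild-type replicate 1. Cebpa, which drives entry into the granulocyte lineage, was at 6.49 ± 0.935 CPM in control and 2.46 ± 1.62 CPM with wild-type Snai1 (SD, n = 3), a log2 fold change of -1.40 (SE 0.45) in 3 of 3 libraries, with an adjusted p of 0.0265. The Cebpa call was lost without empty vector replicate 1 (0.0671) or replicate 2 (0.0709). Cebpb rose from 0.570 ± 0.151 to 5.99 ± 2.70 CPM (adjusted p 1.02e-04), and Cebpe, which acts late in granulocyte maturation, rose by 2.29 on the log2 scale (SE 0.38, 5.76e-04), each in 3 of 3 libraries. Between wild type and mutant, Mpo (adjusted p 0.0171), Cebpb (5.18e-05) and Cebpe (2.29e-04) differed in the same directions. Cebpa was not called there, with a log2 fold change of -0.87 (SE 0.45, adjusted p 0.145). With the mutant it was at 4.50 ± 0.94 CPM, also not called against control (adjusted p 0.998).

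Chrnb1 moved in opposite directions with the wild type and the mutant. It was at 35.5 ± 0.469 CPM with empty vector, 2.10 ± 0.517 CPM with wild-type Snai1 and 54.1 ± 1.33 CPM with the mutant (SD, n = 3). Its log2 fold change was -4.08 (SE 0.13, adjusted p 9.10e-09) with the wild type and 0.61 (SE 0.10, adjusted p 0.156) with the mutant, with 3 of 3 libraries beyond the controls in both. The mutant value passed the threshold by DESeq2 (4.08e-09), by limma-voom (0.0333), without wild-type replicate 1 (7.21e-04) and without wild-type replicate 2 (0.0207).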
